A study of Homo sapiens with 4 samples. Its data were reported in "Gain of bipolar disorder-related lncRNA AP1AR-DT in mice induces depressive and anxiety-like behaviors by reducing Negr1-mediated excitatory synaptic transmission" (2024).

How the data were processed

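RNA from SK-N-SH cells, a human neuroblastoma line whose cultures hold neuroblast-like (adrenergic) and substrate-adherent (mesenchymal) cells, was sequenced in 4 libraries. In 2 libraries the cells carried an empty lentiviral vector (control), and in 2 they carried a lentiviral vector for the long non-coding RNA AP1AR-DT (AP1AR-DT_OE). Each library was assigned to its group and replicate number by its title. The genotype and treatment labels of AP1AR-DT_OE replicate 2 name the RNA with another version suffix than its title does, and the title was followed.

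The authors aligned the reads with HISAT2 to hg19 and ran StringTie, per the paper's methods. They took a read count per gene from its GTF output with the Python script that accompanies StringTie. The paper does not name the annotation used for these cells. The deposited counts are whole numbers with no normalization. That script converts coverage into counts by the read length it is given, and the low values piled up at 4 and 8: 3287 entries of the table were 4, against 2136 at 3 and 1509 at 5, and 1342 were 8, against 1108 at 7 and 792 at 9. A pair of reads was therefore worth about 4 counts, and the precision of low values is lower than their counts would give. The deposited table also holds log2 fold changes from the authors' DESeq2 and edgeR tests and the p-values and adjusted p-values the authors obtained; these were used only to compare with the values computed here. The gene coordinates in the deposited table are GRCh38 positions, although the alignment was to an earlier build, and they are printed here as the table gives them. It is not stated whether counting used the strand of the reads, so counts of genes that overlap on either strand are uncertain.

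Counts were analysed with DESeq2 1.42.0 in R 4.3.3. Size factors were medians of ratios, the Wald test compared AP1AR-DT_OE with control with no covariate, and p-values were adjusted by the Benjamini-Hochberg method with default independent filtering. All tests were two-sided. The table held 24014 genes, each with a count above 0 in at least 1 library, and every one was tested. A gene was called at an adjusted p under 0.05. The 17 candidate genes were judged at an unadjusted p under 0.05, the threshold the study used for them, and were also adjusted over the list alone. Normalized read counts are counts divided by the size factor, given as mean ± SD with n = 2. The upper limit that an observation of 0 allows was taken as 3 read pairs, or 12 counts, and this was the floor in each library. The 4 counts per pair behind it were read from the low values, so it was set after these were seen. Where both libraries of a group lay at or under it, the fold was computed against the floor. It is a lower bound only where the counts were 0, since a count above 0 allows a higher limit. The counting error of the libraries above the floor is not included in it. Floors cover counting error only, since reads amplified by PCR are not independent molecules.

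The libraries held between 21988065 and 26184599 counts. The comparisons, the alternatives and the rule for the genes to be named were fixed before the data were examined. The names of the candidates came from a figure of the study that also showed fold changes in these cells. No value was taken from it, but the list was not blind to the study's own result. The named genes were AP1AR-DT, NEGR1, NRF1, AP1AR, TIFA, the candidates, and the 5 largest rises and 5 largest falls in log2 fold change among called genes with a mean normalized count of at least 50, a symbol, and AP1AR-DT_OE libraries on the same side of both controls. The alternatives were the edgeR 4.0.16 quasi-likelihood test with TMM factors and its default expression filter, TMM factors in DESeq2, a filter of at least 10 counts in at least 2 libraries, no independent filtering, the likelihood-ratio test, the replicate number as a block, a minimum absolute log2 fold change of 1, and leaving out each library in turn. Alternatives chosen after seeing the data were a correction for GC content with and without the block, the edgeR test with the block, counts divided by 4 and rounded, the summed counts of genes with exon sequence in common on the same strand, and the inclusion of AP1AR-DT among its nearby genes.

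GC content and length were those of the longest transcript of each gene in GENCODE v44 mapped to GRCh37, matched by gene ID for 23954 of the 24014 genes. The same annotation gave strand, biotype and exon overlap, and none of its coordinates is printed. The GC correction took out a smoothed trend (lowess, span 0.3) of each library's log2 ratio to the mean of the libraries. Gene sets were tested with camera in edgeR (preset correlation 0.01) on genes passing the expression filter, adjusted over the 5 sets, with fry and camera with an estimated correlation beside it. The sets were the genes of the respiratory chain and mitochondrial ribosome, interferon-stimulated genes, adrenergic markers, mesenchymal markers, and genes within 1 Mb of AP1AR-DT.

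The procedure was tested on simulated counts drawn from the means, size factors and dispersions of these libraries, with 200 genes changed by known amounts. DESeq2 called 104 of the 200 changed genes and 42 unchanged ones among the 22260 genes fitted, and gave 99% of the changed genes the right sign. It called 138 of the 200 and 48 unchanged genes when the dispersions were those of the fit with the replicate number. With a GC trend between the numbers simulated as well, it called 59 of the 200 and 20 unchanged genes, and 139 and 50 under the GC correction. The edgeR test called 50 of the 200 with the former dispersions and 107 with the latter. In 5 simulated tables with no changed gene, DESeq2 called between 22 and 39 genes, with between 1074 and 1161 at an unadjusted p under 0.05. Of a simulated trend with GC content that gave 5098 called genes between the replicate numbers, 32 calls were left after the GC correction. The trend was simulated on the same GC values that the correction uses, so this does not test how much of a real trend it leaves. GABRA2, 1 of the 17 candidates, was not analysed here.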

Results

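To ask which transcripts change when AP1AR-DT is raised in human neuronal-type cells, RNA-seq was performed on SK-N-SH neuroblastoma cells transduced with an AP1AR-DT lentivirus (AP1AR-DT_OE, 2 libraries) or with the empty vector (control, 2 libraries). The table of counts gave 24014 genes. Control 1 had 23132479 counts and control 2 had 26184599, while AP1AR-DT_OE 1 had 22886421 and AP1AR-DT_OE 2 had 21988065. Between 19833 and 21280 genes had a count above 0 in a library.

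The libraries of a group were compared to see whether any was a copy of another, and none was. The chi-square statistic per degree of freedom was 155 between the controls over 17010 genes and 69.0 between the AP1AR-DT_OE libraries over 16627 genes, where counting alone would give about 4 at 4 counts per pair of reads. It was lower between libraries with the same replicate number, at 27.7 for number 1 and 34.6 for number 2. Across the 13284 genes with a mean normalized read count of at least 50 and a GC value, the log2 ratio of control 2 over control 1 fell with the GC content of the transcript (Spearman's rho = -0.77), and so did that of AP1AR-DT_OE 2 over AP1AR-DT_OE 1 (rho = -0.65). These correlations are across genes, which are not independent replicates. The ratio of AP1AR-DT_OE over control followed GC content in opposite directions in the numbers, with rho = -0.34 in number 1 and rho = 0.62 in number 2. Transcript length gave rho between -0.169 and -0.00109 for the same ratios. Because the replicate number separated the libraries, values within each number are given beside the pooled ones for the genes described singly below. Each number held 1 library per group, so a difference within a number has no test.

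**Figure D1:**
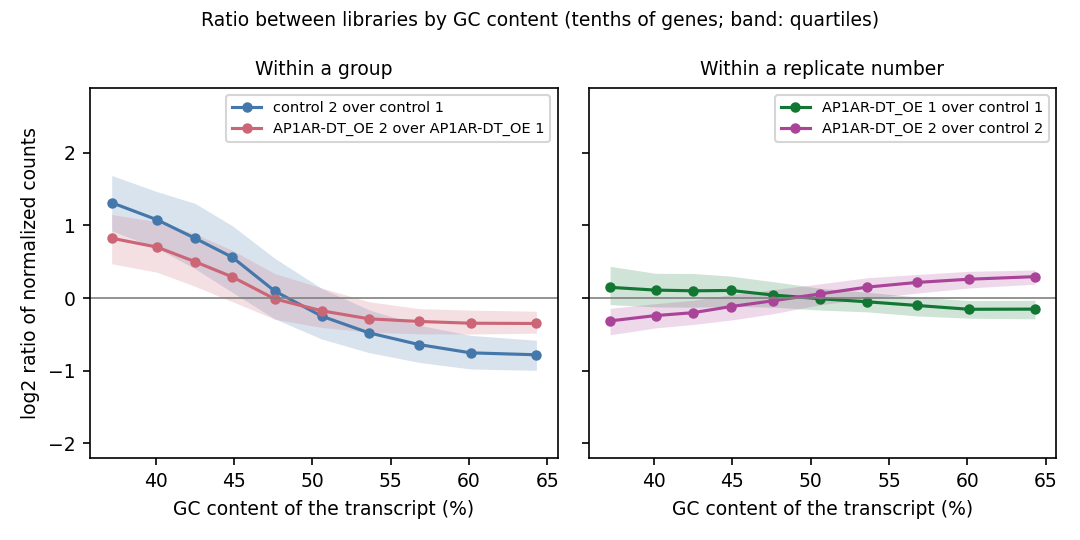
Median log2 ratio of normalized counts between libraries (y axis) against the GC content of the transcript in percent (x axis), for 10 equal bins of 13284 genes, with bands from the lower to the upper quartile. Within a group the median ratio of the fifth of genes with the lowest GC content was 1.19 in the controls and 0.77 in AP1AR-DT_OE, and within a replicate number the trends were smaller and opposite in sign.

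AP1AR-DT (ENSG00000260526, listed under the symbol RP11-73K9.2; chromosome 4, 112229561 to 112231596, GRCh38) was read first, as a check of the labels. Its counts were 3 and 18 in the controls and 680 and 1065 in the AP1AR-DT_OE libraries. The normalized read count rose from 8.65 ± 7.40 (SD, n = 2) to 902 ± 220.0 (SD, n = 2), a Log2FC of 6.63 (SE = 0.64, adjusted p = 3.64e-21). The log2 ratio was 7.77 in number 1, where the control lay under the floor and the rise was 54.6-fold over the floor, and 6.25 in number 2. The size of the rise rested on the few counts in the controls: without control replicate 2 the fitted Log2FC was 8.05. Among the alternatives, the edgeR quasi-likelihood test changed the call, with a Log2FC of 6.60 and an adjusted p = 0.39, where the other alternatives gave adjusted p-values from 4.54e-45 to 1.85e-06.

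NEGR1 (ENSG00000172260; chromosome 1, 71395943 to 72282539) encodes a neuronal adhesion molecule and was followed up by the study as a target of AP1AR-DT. Its counts were 6 in control 1, 19 in control 2 and 0 in both AP1AR-DT_OE libraries. In normalized read counts this was 10.7 ± 5.53 (SD, n = 2) against 0, and the floor of 3 read pairs in the AP1AR-DT_OE libraries corresponded to 13.2 and 11.9 normalized counts. This floor is set for each library singly, and the control mean lay under it. It therefore gave no lower bound on the fold between group means. A floor for the 2 libraries pooled was not computed, so whether the mean of NEGR1 was lower stays open on these counts. A floor of 3 counts would give 3.43-fold, but 3 counts are fewer than those of 1 read pair. In number 1 the control count also lay under the floor of 3 read pairs, and in number 2 the bound was 1.23-fold. The fitted Log2FC was -5.81 with SE = 2.62, which is no bound because it depends on counts of 0. The Wald test gave an unadjusted p-value of 0.0268 and an adjusted p = 1, so the difference did not pass correction over the genes tested. With all counts divided by 4, about 1 per pair of reads, the unadjusted p-value was 0.197, and without control replicate 2 the fitted Log2FC was -5.14. The gene body overlaps ZRANB2-AS2 and GDI2P2.

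**Figure D2:**
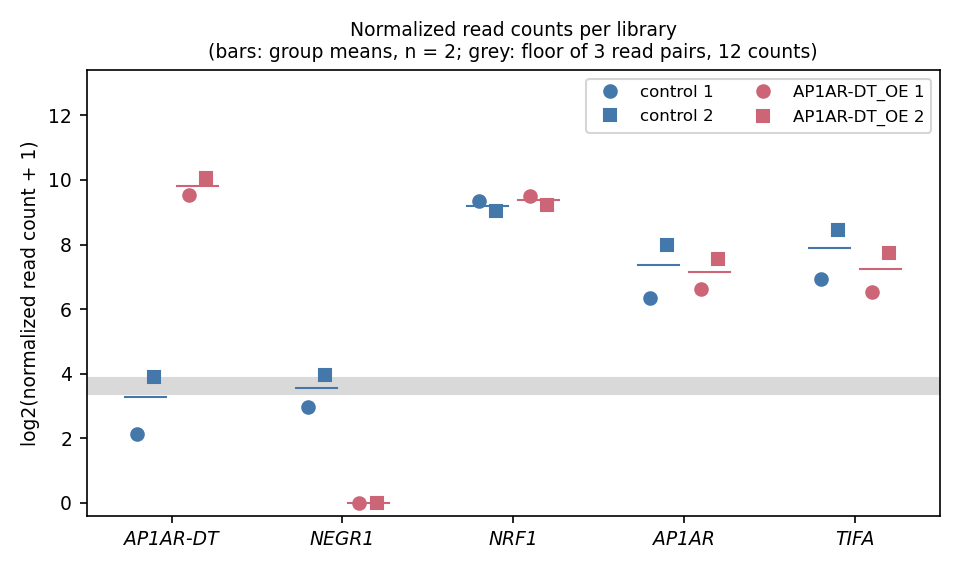
Normalized read counts of AP1AR-DT, NEGR1, NRF1, AP1AR and TIFA on a log2(count + 1) axis, 1 point per library, with circles for replicate 1, squares for replicate 2, lines for group means (n = 2) and a grey band for the floor of 12 counts (3 read pairs). AP1AR-DT lies far higher in the AP1AR-DT_OE libraries, NEGR1 lies at 0 in them and near the floor in the controls, and the groups overlap for NRF1, AP1AR and TIFA.

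NRF1 (ENSG00000106459; chromosome 7, 129611720 to 129757082), a transcription factor placed by the study at the NEGR1 promoter, did not differ, with 591 ± 87.8 normalized counts in control and 661 ± 96.8 in AP1AR-DT_OE (SD, n = 2; Log2FC = 0.16, SE = 0.47, adjusted p = 1). Its log2 ratio was 0.16 in number 1 and 0.17 in number 2, and the Log2FC was 0 without AP1AR-DT_OE replicate 1. The neighbours of AP1AR-DT were examined for a change near the locus. AP1AR (chromosome 4, 112231740 to 112273110) lies on the opposite strand and had a Log2FC of -0.22 (SE = 0.69, adjusted p = 1), with log2 ratios of opposite sign in the numbers (0.28 in number 1 and -0.42 in number 2). It was 0.85 without control replicate 2. TIFA (chromosome 4, 112274537 to 112285904) had a Log2FC of -0.64 (SE = 0.67, adjusted p = 1), with log2 ratios of -0.40 and -0.73, and 0.32 without control replicate 2. None of these differences exceeded the spread between replicates, which includes the difference between the numbers. NRF1 and TIFA kept their sign within both numbers. A group with a library left out held 1 number only, so the difference between the numbers enters the fold changes without a library. With the replicate number as a block, the unadjusted Wald p-values were 0.575 for NRF1, 0.87 for AP1AR and 0.207 for TIFA.

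Whether candidate genes chosen on mouse, organoid and genome-wide association data also changed in these cells was asked of 17 genes, 11 listed as lower and 6 as higher. Of the 16 analysed, 1 gene, NEGR1, had an unadjusted p under 0.05. None passed after adjustment over all genes tested, and 0 passed when adjusted over the list alone. The other 15 had a Log2FC between -1.22 (PCDH9) and 0.17 (TWF2), with unadjusted p-values of 0.173 or more. Of these, ZBTB20 lay at or under the floor in all libraries, so its fold is not read. When a library was left out, the Log2FC of PCDH9 ranged from -1.75 without control replicate 1 to -0.37 without control replicate 2. That of TRANK1 ranged from -2.37 without AP1AR-DT_OE replicate 1 to -0.325 without AP1AR-DT_OE replicate 2, and that of SP4 from -1.35 without AP1AR-DT_OE replicate 2 to -0.02 without control replicate 2. The -2.37 of TRANK1 is no bound, as it rests on 4 counts in AP1AR-DT_OE 2, under the floor. In number 2 TRANK1 was 1.62-fold lower against the floor, which is no bound either, as this count was above 0. The direction was the listed one for 11 of the 16 genes (exact binomial test, two-sided, p = 0.21), namely 8 of the 10 listed as lower and 3 of the 6 listed as higher. The median Log2FC was -0.27 for the genes listed as lower, the same without NEGR1 and ZBTB20, and -0.002 for those listed as higher. For 5 genes the direction was the listed one in both numbers; NEGR1 and ZBTB20, with libraries at 0 counts, were not counted here. Between 8 and 12 genes had the listed direction when a library was left out, with 8 without control replicate 2 and 8 without AP1AR-DT_OE replicate 1.

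**Figure D3:**
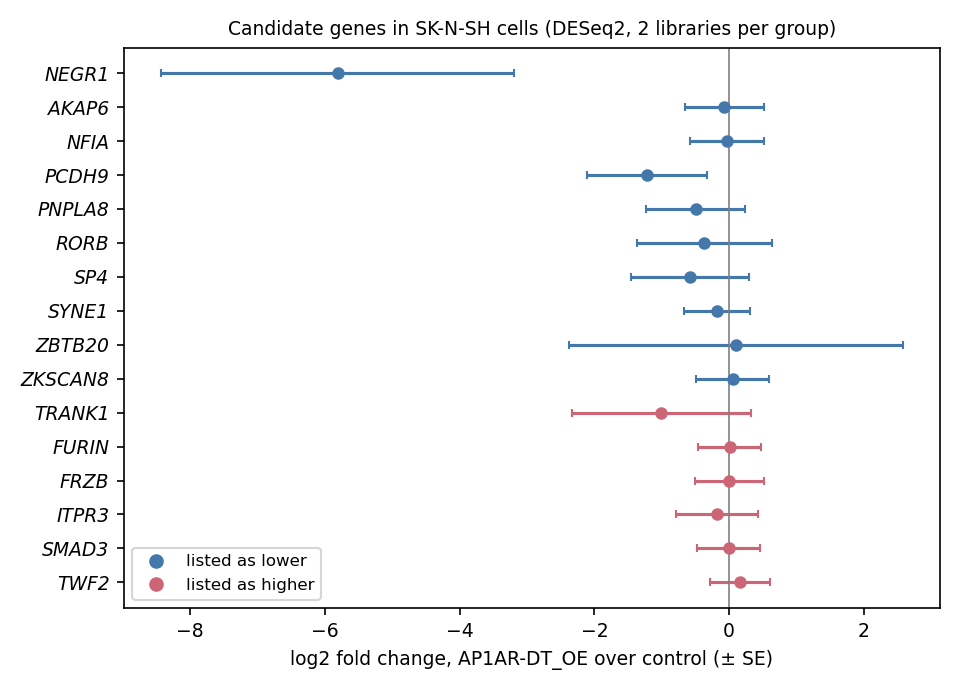
Log2FC of the 16 candidate genes analysed, AP1AR-DT_OE over control (x axis, log2 units), with bars of 1 SE from DESeq2, in blue for genes listed as lower and in red for those listed as higher. NEGR1, at 0 counts in the AP1AR-DT_OE libraries, lies at a fitted -5.81 with the widest bar, ZBTB20 lies at or under the floor in all libraries, and the bars of all others but PCDH9 include 0.

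Across all genes, 33 were called at an adjusted p under 0.05, 20 higher and 13 lower in AP1AR-DT_OE, and 196 had an unadjusted p under 0.05 (101 higher and 95 lower), or 0.816% of those tested. A split of the libraries that crosses the groups and the numbers, chosen after the result was seen, gave 30 called genes and 194 unadjusted. The number of calls thus did not set the groups apart from that split. The setting that moved the count of 33 most was the edgeR quasi-likelihood test, which called 0 genes, with 112 at an unadjusted p under 0.05. Among genes with a mean normalized read count of at least 50, the AP1AR-DT_OE libraries lay on the same side of both controls for 9.45% of 13298 genes. Chance would give 33.3% if nothing else separated the libraries. The replicate number did separate them, so 33.3% is no measure for an effect of the group. Of the 33 called genes, 7 had counts in 1 library only and 10 others had 0 counts in both libraries of a group. Exon sequence in common with another gene on the same strand was present for 19 of the 33 (57.6%), against 9.04% of all genes tested. When the counts of such genes were summed, 14 units were called, and they were the 14 called genes without overlap.

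The rises named by the rule fixed beforehand were led by a pair of transcripts that overlap other genes, ahead of AP1AR-DT. RBM14-RBM4 (ENSG00000248643; chromosome 11, 66616626 to 66646469), a readthrough transcript of RBM14 and RBM4, had 0 counts in the controls and 894 and 779 in AP1AR-DT_OE, at least 76.5-fold higher (Wald test, adjusted p = 6.75e-12, and 0.58 with the replicate number as a block), and at least 71.8-fold in number 1 and 83.5-fold in number 2. Summed with RBM14 and RBM4, the Log2FC was 0.02. The protein-coding gene ENSG00000270299 (chromosome 20, 646626 to 675800), which overlaps SRXN1 and SCRT2, rose from 5.14 ± 4.001 to 2360.0 ± 668 normalized counts (SD, n = 2; Log2FC = 8.94, SE = 0.67, adjusted p = 6.1e-36). The controls lay under the floor, and over the floor the rise was 206-fold, with 207-fold in number 1 and 204-fold in number 2. The fitted Log2FC was 9.99 without control replicate 1 and 8.22 without control replicate 2. LIN37 (ENSG00000267796, chromosome 19, 35748361 to 35754519) rose from 3.05 ± 2.13 to 97.7 ± 35.8 (SD, n = 2, Log2FC = 5.07, SE = 1.01, adjusted p = 0.000896). Over the floor LIN37 was 8.53-fold higher, with 5.30-fold in number 1 and 13.3-fold in number 2. Its fitted Log2FC was 5.98 without control replicate 1 and 4.44 without control replicate 2, and summed with AC002398.9, with which it overlaps, it was 0.11. PCNP (ENSG00000081154; chromosome 3, 101574180 to 101594465) rose from 47.9 ± 13.0 to 773 ± 318 (SD, n = 2; Log2FC = 4.01, SE = 0.55, adjusted p = 1.01e-09), with log2 ratios of 3.82 in number 1 and 4.13 in number 2. PCNP has no overlap on its own strand, but a pseudogene on the opposite strand lies within it.

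The falls were led by the non-coding RNA ENSG00000250917 (chromosome 20, 34234840 to 34281173), with 249 and 245 counts in the controls and 0 in both AP1AR-DT_OE libraries, at least 18.8-fold lower (adjusted p = 2.56e-07), and at least 21.5-fold in number 1 and 15.9-fold in number 2. It overlaps AHCY, and the Log2FC of their sum was 0.07. AC009133.14 (ENSG00000238045; chromosome 16, 29808636 to 29821252), a non-coding RNA on the strand opposite MVP, MAZ and PRRT2, had 5111 and 1778 counts in the controls and 152 and 105 in AP1AR-DT_OE (Log2FC = -4.73, SE = 0.62, adjusted p = 1.44e-10), and -3.34 without control replicate 1 and -5.42 without control replicate 2. Its log2 ratio was -5.13 in number 1 and -3.72 in number 2. ZBED5-AS1 (ENSG00000247271, chromosome 11, 10858179 to 10908972) had a Log2FC of -3.24 (SE = 0.76, adjusted p = 0.016). Its log2 ratio was -3.12 in number 1, and in number 2 it was 9.07-fold lower against the floor. Its fitted Log2FC was -3.87 without AP1AR-DT_OE replicate 1, where it rests on 10 counts, under the floor. RAD9A (ENSG00000172613; chromosome 11, 67317871 to 67398410) had a Log2FC of -2.49 (SE = 0.59, adjusted p = 0.0176), with log2 ratios of -2.60 and -2.37. The gene bodies of AC009133.14, ZBED5-AS1 and RAD9A overlap genes on the opposite strand. SRXN1 (ENSG00000271303; chromosome 20, 646615 to 653200) fell from 2716 ± 392 to 318 ± 4.78 normalized counts (SD, n = 2; Log2FC = -3.09, SE = 0.44, adjusted p = 8.69e-09), with log2 ratios of -3.22 and -2.96. LIN37, ZBED5-AS1 and RAD9A were not called with counts divided by 4, nor was ZBED5-AS1 by the likelihood-ratio test. With the replicate number as a block, RBM14-RBM4 and ENSG00000250917 were not called by DESeq2, though the edgeR test with the block called both.

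SRXN1 overlaps ENSG00000270299 on the same strand and has exon sequence in common with it. The counts of SRXN1, ENSG00000270299 and SCRT2, which also overlaps, summed to 2709 and 3220 in the controls and to 2927 and 2274 in AP1AR-DT_OE. The sum did not differ between the groups (Log2FC = -0.03, SE = 0.45, adjusted p = 1).

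**Figure D4:**
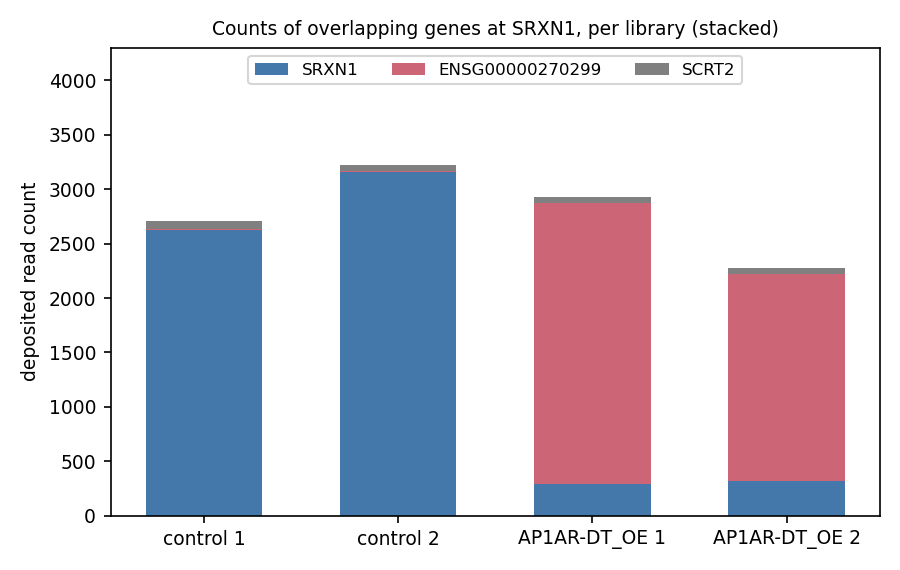
Deposited read counts of SRXN1, ENSG00000270299 and SCRT2 (y axis, stacked) in each of the 4 libraries. SRXN1 holds 2628 and 3162 counts in the controls, and ENSG00000270299 holds 2582 and 1902 in AP1AR-DT_OE, while the stacks reach similar heights.

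The authors' deposited table of their own tests holds 37 genes with an adjusted p-value under 0.05 by DESeq2, 22 higher and 15 lower, and all 33 genes called here are among them. Across genes, its DESeq2 log2 fold changes correlated with those computed here at 0.999988. By edgeR, the authors' deposited table holds 51 genes with an adjusted p-value under 0.05 and 372 with an unadjusted one under 0.05, and it gives NEGR1 an unadjusted p-value of 0.00544 and an adjusted one of 0.9999718.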

Values the study reported

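The study reported a Log2FC of 6.630 with P = 4.11E–25 for AP1AR-DT in the overexpressing SK-N-SH cells. Of 17 genes that changed in the same direction in overexpressing mice and in bipolar disorder organoids, the study found a significant reduction in these cells for NEGR1 alone, with a Log2FC of -5.82 and P = 0.026. For the same gene, the study reported a Log2FC of -0.332 (P = 0.022) in overexpressing mice. The study also reported lower NEGR1 RNA by qPCR and lower protein by Western blot, in overexpressing SK-N-SH cells and in mice. Those assays were not examined here.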

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

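The alternatives with GC correction, counts divided by 4, overlapping genes summed, the edgeR test with replicate block, and AP1AR-DT among its nearby genes were chosen after seeing the data; the others had been fixed earlier. Leaving out a library left a group with 1, so it gave fold changes only, with no test and no count of called genes. That group then held 1 replicate number and the other group both, so the difference between the numbers enters these fold changes.

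The count of genes with an adjusted p under 0.05, 33 as reported, was 0 with the edgeR quasi-likelihood test (112 at an unadjusted p under 0.05), 15 with counts divided by 4 (110 unadjusted) and 14 with overlapping genes summed. It was 55 with GC correction, with all 33 among them, and 59 with GC correction and replicate block, with 20 of the 33 among them. All 15 and all 14 were among the 33; of the 19 called genes that overlap, 0 lay in a called unit after summing. Under the remaining alternatives it lay between 24 and 44. The replicate block gave 37 genes, 16 of them among the 33. Of the 10 largest rises and falls, it left RBM14-RBM4 (adjusted p = 0.58) and ENSG00000250917 (adjusted p = 1), each with 0 counts in a group, without a call, as did GC correction with replicate block; the edgeR test with replicate block called both, and over all alternatives but the summing of overlapping genes their adjusted p-values ranged from 2.17e-28 to 0.58 and from 6.52e-13 to 1. The remaining 8 were called in all 3 fits with the block. The edgeR test with replicate block gave 437 genes at an unadjusted p under 0.05, against 196 as reported. The cause was not tested for the edgeR tests and the GC correction. Libraries with the same number resembled each other, with a correlation across 17027 genes of 0.456 between the deviations from the group means. With the GC trend taken out this correlation was 0.244. The labels do not say that the number is a batch.

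AP1AR-DT rose under every alternative, with a Log2FC of 6.60 and no call under the edgeR test and from 6.61 to 6.94 with a call elsewhere; it ranged from 6.02 to 8.05 when a library was left out. The cause was not tested. The fitted Log2FC of NEGR1 was -5.73 with replicate block, -5.63 with GC correction and replicate block, and -4.00 with counts divided by 4, with unadjusted p-values of 0.0529, 0.0703 and 0.197. Under the others it lay between -5.84 and -5.62 with an unadjusted p under 0.05, and it ranged from -6.26 to -5.14 when a library was left out. NEGR1 gave no value under both edgeR tests and under the filter of 10 counts, which remove it. The number of candidate genes with an unadjusted p under 0.05, 1 as reported, was therefore 0 under the edgeR test and the filter, and it was 0 with replicate block, with GC correction and replicate block, and with counts divided by 4. The 1 gene under edgeR with replicate block was PCDH9 (Log2FC = -1.14, unadjusted p-value of 0.0427).

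Small fold changes reversed, and so did the large ones of ENSG00000270299 and ENSG00000250917 when overlapping genes were summed. AP1AR was 0.008 with GC correction and replicate block, NFIA 0.039 with GC correction and 0.069 with the block added, and ZBTB20 -0.126 with GC correction and -0.025 with counts divided by 4. FRZB was -0.013 with edgeR, -0.022 with TMM factors and -0.003 with counts divided by 4. With overlapping genes summed, ENSG00000270299 was -0.025 and ENSG00000250917 was 0.067, since the sum takes in their partners. Elsewhere the cause was not tested. When a library was left out, the Log2FC ranged from 0 to 0.32 for NRF1, -0.82 to 0.85 for AP1AR, -1.37 to 0.32 for TIFA, -0.77 to 0.39 for AKAP6, -0.28 to 0.26 for NFIA, -1.36 to 0.42 for PNPLA8, -1.25 to 0.16 for RORB and -1.19 to 5.09 for ZBTB20. It ranged from -0.17 to 0.33 for ZKSCAN8, -0.35 to 0.50 for FURIN, -0.26 to 0.34 for FRZB, -0.72 to 0.70 for ITPR3, -0.33 to 0.32 for SMAD3 and -0.064 to 0.45 for TWF2.

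Among gene sets, 1 had an adjusted p under 0.05 by camera, 0 by fry, 0 by camera with an estimated correlation, and 2 with AP1AR-DT included among nearby genes, which adds its own rise. For the named genes other than AP1AR-DT and NEGR1 and the count of candidates in the listed direction, 274 values under the alternatives with all libraries kept direction and side of the threshold, 20 no longer passed it, 1 newly passed it and 10 reversed. At 2 libraries per group and about 4 counts per pair of reads, the depth limits NEGR1, with 25 counts in all, and ZBTB20, with no library above 12 counts. With the floor of 12 counts in each library, the fold of ZBTB20 has no lower bound. That of NEGR1 has none between group means and 1.23-fold in number 2 alone.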

Other observations

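The tests on whole causes, on GC content in genes with counts in both groups and in genes with 0 counts in a group, on the splits of the libraries, on SRXN1, on the top 100 genes, on cell forms between the numbers, and on adrenergic and mesenchymal markers were chosen only after the result was seen.

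The 33 genes called between the groups were weighed against technical explanations. Under the GC correction 33 of the 33 were still called, but 17 of these had 0 counts in both libraries of a group, where no scaling changes much and the correction decides nothing. GC content, as taken from the longest transcript, is argued against for the 16 with counts in both groups, since all were still called. It is also argued against for 16 of the 17, whose log2 fold over a floor of 12 counts in the same-numbered library of the other group was 1.41 or more in every library with counts, against a GC trend of at most 0.28 between such libraries at these genes. It stays open for ENSG00000273088, named after its values were seen, with 95 and 7 counts in AP1AR-DT_OE. Same-strand exon overlap was present for 57.6% of them, while 10000 random lists matched on mean count had a median of 9.09% and a maximum of 33.3%, so the division of reads among overlapping genes may account for part of the calls. With counts divided by 4, 15 of the 33 were still called, so few read pairs behind the counts may account for part of them too. Neither is argued for as the whole cause, as AP1AR-DT was called in both settings. It was among 14 units called once overlapping genes were summed and 15 genes called with counts divided by 4. But the 14 units were the called genes without same-strand overlap, whose counts the summing left as they were. Overlap on the opposite strand was not summed, so for the others of the 14 the division of reads stays open. Of the 3 splits of the 4 libraries into 2 and 2, 2 gave as many called genes, the real one and the split by replicate number with 6128; the remaining split, which crosses the groups and the numbers, gave 30 (194 at an unadjusted p under 0.05, against 196), and 60% of its genes overlap. With 3 splits no share under 0.05 can be had, so the splits leave open whether the called genes other than AP1AR-DT changed with it; they were fitted without the replicate number, and the fits with it are among the alternatives. Simulated tables with no changed gene gave 22 to 39 called genes but 1074 to 1161 at an unadjusted p under 0.05, far from the 196 found, so they give no expected number of false calls.

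SRXN1 and ENSG00000270299 moved in opposite directions by 7 and 13.3 standard errors. A change in the output of the whole locus is argued against by the Log2FC of -0.025 for the summed count, which is 0.0556 standard errors. A candidate explanation is that reads of the locus were assigned to SRXN1 in the controls and to the longer gene in AP1AR-DT_OE. A change in which transcript the cells make also stays open and was not tested.

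The libraries numbered 1 differed from those numbered 2 at 6128 genes. A difference in library size is argued against, as 5988 genes were called after thinning to the smallest library. So is a difference in the few genes that take most of the counts, since the share of the top 100 genes differed by -2.2 and -1.4 percentage points. GC content may account for part of the difference, as 2445 genes were called under the GC correction. Whether it accounts for all of it stays open, since the correction used only the GC content of the longest transcript of each gene. With the GC trend taken out, the mesenchymal markers were lower (camera, unadjusted p-value of 0.000114; 3 of 18 higher) and the adrenergic markers higher (0.00347; 15 of 17 higher) in number 2, which may be a shift between the cell forms of SK-N-SH. Under fry the unadjusted p-values were 0.0203 and 0.000243, with an estimated correlation 0.091 and 0.0878, and without the GC correction 0.0787 and 0.794 by camera. The most abundant mesenchymal marker, VIM, had 81731 and 88046 deposited counts in the controls and 84732 and 83200 in AP1AR-DT_OE, and the most abundant adrenergic one, HAND2, had 13749, 15830, 13716 and 13216 in the same order. The size factors were 0.878, 1.3, 0.912 and 1.01 in that order. Divided by them, with no GC correction, VIM and HAND2 were both lower in number 2 in both groups. For VIM this is the direction of its set, and for HAND2 it is the opposite one. All 17 adrenergic and all 18 mesenchymal markers listed in the table are expressed in these cells.

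NEGR1 had 0 counts in both AP1AR-DT_OE libraries. Of 910 genes with a total of 20 to 30 counts, 32 (3.52%) lay at 0 in both libraries of a group and above 0 in both of the other, 23 of them at 0 in AP1AR-DT_OE and 9 at 0 in the controls. The crossing split gave 30 such genes and the split by number 49. Sampling of few read pairs thus cannot be told apart from a lower level of NEGR1, because its counts are too few. Under the GC correction the fitted Log2FC was -5.619, but with 0 counts in a group no scaling changes much, so this test decides nothing on GC content, which is 36.9% for NEGR1.

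The gene sets were tested for effects of AP1AR-DT. Lower NRF1 activity as a whole would lower the respiratory chain and mitochondrial ribosome genes. These were higher instead (camera, unadjusted p-value of 0.00177, adjusted p = 0.00883, median Log2FC = 0.07, 126 of 180 genes higher). Neither fry (0.651) nor an estimated correlation (0.324) gave a call, so the question stays open. The study proposed competition with NRF1 at the NEGR1 promoter, not lower NRF1 activity as a whole, so this set does not test that proposal. The unadjusted camera p-values were 0.789 for interferon-stimulated genes, 0.725 for adrenergic markers, 0.14 for mesenchymal markers and 0.472 for 13 genes within 1 Mb of AP1AR-DT. None of these 4 sets passed adjustment under camera, fry or an estimated correlation, so a stronger response to the lentivirus, a change of cell forms and an effect on nearby genes were not detected, and 2 libraries per group exclude none of them.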
